A study of Homo sapiens with 2 samples.

How the data were processed

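Total RNA of human pancreatic cancer-associated fibroblasts was measured on Affymetrix U133 Plus 2.0 arrays, 1 array per sample and 2 arrays in all. Per the labels' protocols, the cells grew in DMEM with 30% fetal bovine serum and antibiotics, RNA was isolated on Qiagen columns with DNase treatment, and biotin-labelled cRNA was made from 2 ug of RNA by the manufacturer's standard procedure. Each probe set reports a gene mainly through sequence near its 3' end, so partial degradation of RNA can lower some probe sets of a gene more than others.

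The authors' deposited table holds a linear signal intensity for each of 54675 probe sets on each array. Per the submitters' processing notes, the tools were affy and MAS5, and their versions, background settings and filters are not given in the sources used here. In the deposited values the mean intensity of each array without its lowest and highest 2% was 500.1, as scaling of each array by a single factor would give. The median signals (69.0 on replicate 2 and 68.0 on replicate 3) and highest signals (47448 and 47099) differed, so the arrays were not quantile normalized. As generally defined, MAS5 subtracts mismatch signal and applies no shared model across arrays, which leaves values near background noisy on the log scale. Detection calls and saturation marks were not used here. The spike-in controls, 18 probe sets, had a median log2 difference of -0.23 (range -0.34 to -0.10) between replicate 3 and replicate 2 after this scaling. The highest Bacillus control signal was 41.0 on replicate 2 and 25.8 on replicate 3.

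Genes were named from a table of the platform annotation. Of the probe sets, 41091 named 1 gene, 1801 several and 11721 none in that table, and 62 were controls; probe sets with several genes named none here. Gene identifiers of 41043 probe sets matched the GRCh38.p14 gene table, which changed 0 symbols and was used for names only, and no coordinates are given since no build is named for the array. Sex-linked genes of the Y chromosome and X inactivation, and genes with common germline absence or allele-specific probes, were left out of every result (85 genes, 178 probe sets). This left 40913 probe sets and 19690 genes, 10478 of them with at least 2 probe sets. Some members of the gene lists had no probe set of their own in the table and were not analysed here, so counts are of named members.

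The background limit of each array was the 95th percentile of 107 probe sets of olfactory receptor genes, a family that fibroblasts largely do not use. A gene's value was that of its probe set with the highest mean log2 signal. Differences are log2 of replicate 3 minus log2 of replicate 2, with a value under the limit raised to the limit, so a fold against such a value is a lower bound and is written as at least that fold. Since the limit is higher on replicate 2, a gene brighter on replicate 3 can have a negative floored difference; this held for 395 of 12881 genes and 6 of 400 in the lists. Genes under the limit on both arrays have no difference. A gene was counted as differing at 2-fold or more. Differences between probe sets of the same gene gave the measurement spread within the same RNA pair. Because each side is 1 array, no test was possible and no p-value is given.

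The gene lists, 39 in number with 486 distinct genes and 519 named memberships, were fixed with all alternatives before the data were examined. For each list the number of members above the limit was counted, and the median log2 difference of members above it on at least 1 array was set against 10000 random lists of the same size matched on mean signal in 20 bins; lists with fewer than 3 such members have no shift. A median above or below the central 95% of random medians is called outside the random range. Named genes were chosen by a fixed rule. In each list these were the first 3 named members and up to 3 members with the largest differences of at least 2-fold. Over all genes they were the 10 largest mean differences each way among genes with at least 2 probe sets, all above the limit on both arrays and all at least 2-fold the same way, and the 5 highest lower bounds each way among genes with every probe set above the limit on 1 array only.

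Alternatives were the 90th and 99th percentile of the olfactory receptor probe sets or the median of all probe sets as the limit, the median of a gene's probe sets or gene-specific probe sets alone, quantile, median and loess normalization, an offset of 50 before log2, no floor and no limit, thresholds of 1.5-fold and 4-fold, agreement of all probe sets, and leaving out each array. The steps were tested on simulated data made from the real signals of 19690 genes for the comparison of replicate 3 with replicate 2. Of 50 genes each changed by log2 1.5, 2, 3 and 4, 92% were recovered at 1.5 and 100% at the larger sizes, and 91 of 12298 unchanged genes (0.74%) were called. A raised list had a median of 0.85 at percentile 100 and an unchanged list 0.03 at percentile 61.3. The probe set spread was recovered as 0.37 where 0.38 was simulated. That simulated spread was a single value, whereas the real spread was 1.07 with no floor and no limit. The recovery and false call rates therefore do not cover the noisier dim values or the lower bounds. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.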

Results

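The arrays measured gene expression in human pancreatic cancer-associated fibroblasts (CAFs), the stromal cells that surround the cancer cells of pancreatic ductal adenocarcinoma. The cells were patient-derived and had been passaged few times in culture. The labels define 1 group of 2 arrays, called CAF replicate 2 and CAF replicate 3 here after their labels. They give no second condition and do not say whether each array came from a separate patient, so the spread between the 2 arrays can hold patient, culture and array differences alike. The values below are therefore the level on each array, the mean ± SD over both arrays, and the difference of replicate 3 from replicate 2. Each side of that difference is 1 array, so it has no replicate check and no p-value, and the precision of every level is limited by n = 2.

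Of 19690 named genes, 11640 (59.1%) were above the background limit on replicate 2 and 12439 (63.2%) on replicate 3, and 11198 (56.9%) on both. The limit was 83.3 signal units on replicate 2 and 66.9 on replicate 3, and the highest signals were 47448 and 47099. Across the named genes the log2 signals of the 2 arrays had Pearson r = 0.927 and Spearman rho = 0.937, which are correlations across genes, and genes are not independent replicates. No probe set had the same value on both arrays. The log2 difference between the arrays had an SD of 0.77 over genes above the limit on both, against 0.38 (a factor of 1.30) between probe sets of the same gene over 5331 genes. The 2 probe sets of a gene differed in the same direction in 70.6% of 3059 genes that had exactly 2, where chance gives 50%. At least 2-fold differences were found for 1778 (13.8%) of the 12881 genes above the limit on at least 1 array. Of these, 968 were brighter on replicate 3 and 810 brighter on replicate 2. The other 11103 genes did not reach 2-fold. For those above the limit on 1 array only, the value is a lower bound, so a larger difference is not excluded. The balance was not stable: when all of at least 2 probe sets had to differ, 170 were brighter on replicate 3 and 178 on replicate 2.

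**Figure D1:**
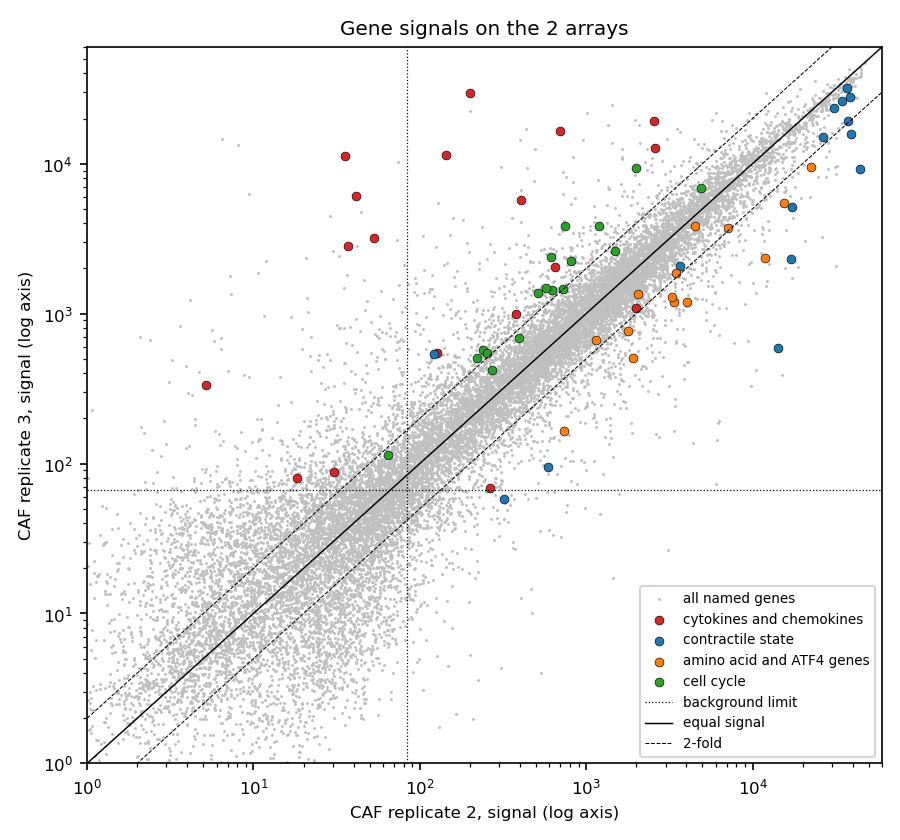
Signal of each named gene on CAF replicate 2 (x axis) and CAF replicate 3 (y axis), in signal units on log axes that start at 1; grey points are all 19690 named genes, coloured points are the members of 4 gene lists, dotted lines mark the background limits of 83.3 and 66.9, the solid line marks equal signal and the dashed lines a 2-fold difference. Most genes lie between the dashed lines, cytokines and chemokines lie mostly above them, and the amino acid and contractile genes lie mostly below the line of equal signal.

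Fibroblast identity genes were bright on both arrays. The fibrillar collagen genes COL1A1, COL1A2 and COL3A1 had mean signals of 34025 ± 647, 38830 ± 2357 and 47274 ± 247 (SD, n = 2). By its brightest probe set, each differed by 1.09-fold or less between the arrays. The other probe sets of COL1A1 reached -0.59 in log2 and those of COL3A1 0.56, while those of COL1A2 ranged from -0.13 to -0.08. All 16 fibroblast markers were above the limit on both arrays, and 13 of them differed by less than 2-fold. The exceptions were S100A4, a calcium-binding protein of motile fibroblasts, at 399 on replicate 2 and 14291 on replicate 3 (35.8-fold), FBLN1, the matrix protein fibulin-1, at 146 and 2175 (14.9-fold), and PDPN, the membrane glycoprotein podoplanin, which was 8.91-fold brighter on replicate 2 (933 and 105). The median log2 difference of the markers was -0.13 and the mean 0.22, and the median stood at percentile 16.3 of matched random lists. It lay below the random range with the median of each gene's probe sets (-0.27, percentile 1.11) and with gene-specific probe sets (-0.37, percentile 1.84). S100A4 rests on a single probe set, and the 5 probe sets of FBLN1 ranged from 0.06 to 3.90 in log2 difference.

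Markers of other pancreatic and blood cell types were mostly not above the limit. Of 17 ductal and carcinoma epithelium markers, 10 were above it on neither array, including EPCAM (25 and 4.9 signal units), an epithelial adhesion molecule, and CDH1 (5.8 and 3.6), the epithelial cadherin. The 5 found on both arrays were the keratin genes KRT19, at 146 on replicate 2 and 1163 on replicate 3 (7.96-fold, but above the limit on neither array with the median of its probe sets), and KRT8, 4.72-fold brighter on replicate 2 (585 and 124), and 3 genes named after their values were seen: KRT18 (18110 and 14272), KRT7 (1231 and 1675) and MUC1 (859 and 597). The list's median log2 difference was -0.04, at percentile 50.3, and its mean 0.17. With gene-specific probe sets the median was 0.68, at percentile 96.2, and with the median of each gene's probe sets -0.52, at percentile 4.89. The -0.04 is the value of ELF3 (23.5 and 81.2, named after its value was seen), which was brighter on replicate 3 and is negative only because the limit is higher on replicate 2. None of the 8 acinar markers, the digestive enzyme genes of the exocrine pancreas, was above the limit on both arrays: CPA1 and CEL were above it on neither, and CELA3A on replicate 3 alone (86.9). The same held for the 9 hormone-cell markers, with INS and GCG above it on neither array and SST (158) and SCG2 (1543, at least 18.5-fold) on replicate 3 alone. These 2 lists had too few members above the limit for a shift.

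Endothelial, leukocyte, Schwann cell and mesothelial markers gave the same picture. Of 12 endothelial markers, 7 were above the limit on neither array, including the cadherin CDH5, while PECAM1 (91.1) was above it on replicate 3, VWF (91.2) on replicate 2, and the angiopoietin receptor TEK was 9.29-fold brighter on replicate 3 (163 and 1517), but 0.56 in log2 with the median of its probe sets. Of 13 leukocyte markers, 9 were above the limit on neither array, including the pan-leukocyte phosphatase PTPRC (13 and 9.7) and CD163. CD14 was above it on replicate 3 alone (84.7), and the B-cell receptor subunit CD79A was at 104 and 225 (2.18-fold; 0.32 in log2 with the median of its probe sets). Among 8 Schwann and neural markers SOX10 and S100B were not above the limit, ERBB3 was at 151 and 87.7, and GAP43, a growth-cone protein, was at least 20.2-fold brighter on replicate 3 (46.3 and 1682), with 3 probe sets from 0.33 to 4.34 in log2 and 1.61 with their median. Of 10 mesothelial markers, 7 were above it on neither array, including MSLN and UPK3B, and CALB2 was at 96.3 and 173. The median log2 differences were -0.24, 0.41, -0.49 and -0.14, at percentiles 24.5, 90, 12 and 36.5, and the means of the endothelial (0.35) and Schwann (1.02) lists had the opposite sign to their medians. The endothelial -0.24 is likewise the value of ERG (23.5 and 70.3, named after its value was seen), brighter on replicate 3. Without floor and limit the endothelial and Schwann medians were 0.22 and 0.14, so neither has a settled direction, and the median of all 13 leukocyte markers was 0.79, at percentile 96.7.

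The arrays differed most clearly in inflammatory genes, which mark the inflammatory CAF state. Of the 13 inflammatory-state genes above the limit on at least 1 array, 9 were at least 2-fold brighter on replicate 3, 2 on replicate 2 and 2 differed by less. The neutrophil chemokine CXCL1 was at 199 on replicate 2 and 29625 on replicate 3 (149-fold), CXCL8 at 692 and 16460 (23.8-fold), CXCL12, the ligand of CXCR4, at 405 and 5718 (14.1-fold), and the cytokine IL6 at 2556 and 19373 (7.58-fold). CXCL2 was not above the limit on replicate 2 and was at least 72.9-fold brighter on replicate 3. The median member was 2.31 log2 units brighter on replicate 3, at percentile 100 of 10000 matched random lists. The 2 probe sets of CXCL8 gave 18.7-fold and 23.8-fold, while IL6, CXCL1 and CXCL2 rest on 1 probe set each. CXCL2 has others, and by the median of all of them it is not above the limit on either array. With gene-specific probe sets CXCL8 and CXCL2 had no value, and the list's median was 1.60, at percentile 100.

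The wider list of cytokines and chemokines, which shares 6 of these genes by construction, moved the same way. All 18 named members were above the limit on replicate 3 and 11 of them on replicate 2, and 14 were at least 2-fold brighter on replicate 3, 1 on replicate 2 and 3 neither. The alarmin IL33 was at 143 and 11478 (80.0-fold), CXCL6 was not above the limit on replicate 2 and at least 136-fold brighter on replicate 3, and the monocyte chemokine CCL2 was at 2577 and 12797 (4.97-fold). The list's median log2 difference was 2.62, at percentile 100.

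Genes of the contractile list, which mark the myofibroblastic CAF state, differed in the opposite direction. The list also holds matrix and secreted genes, such as the collagens COL11A1 and COL10A1, and all its members are called contractile genes here. Of 15 named genes, 7 were at least 2-fold brighter on replicate 2, 1 on replicate 3 and 7 differed by less. ACTA2, the smooth muscle actin used as a myofibroblast marker, was at 44470 on replicate 2 and 9211 on replicate 3 (4.83-fold), the actin-binding protein TAGLN at 38918 and 15726 (2.47-fold), the myosin light chain MYL9 at 17276 and 5129 (3.37-fold), and the calponin CNN1 at 14312 and 587 (24.4-fold). The collagens COL11A1 and COL10A1 were 7.38-fold and 6.25-fold brighter on replicate 2. Its median log2 difference was -0.97, at percentile 0, and -1.77 with gene-specific probe sets. With gene-specific probe sets TAGLN was at -4.89 in log2, MYL9 was under 2-fold (-0.96), and MMP11, the 1 member brighter on replicate 3, reversed. Beside this list stands an RNA quality measure that moved with it: the ratio of 3' to 5' signal of the ACTB control was 1.82 on replicate 2 and 4.10 on replicate 3, whereas that of GAPDH was 0.877 and 0.892. The same ratio stands beside every other list that was dimmer on replicate 3.

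**Figure D2:**
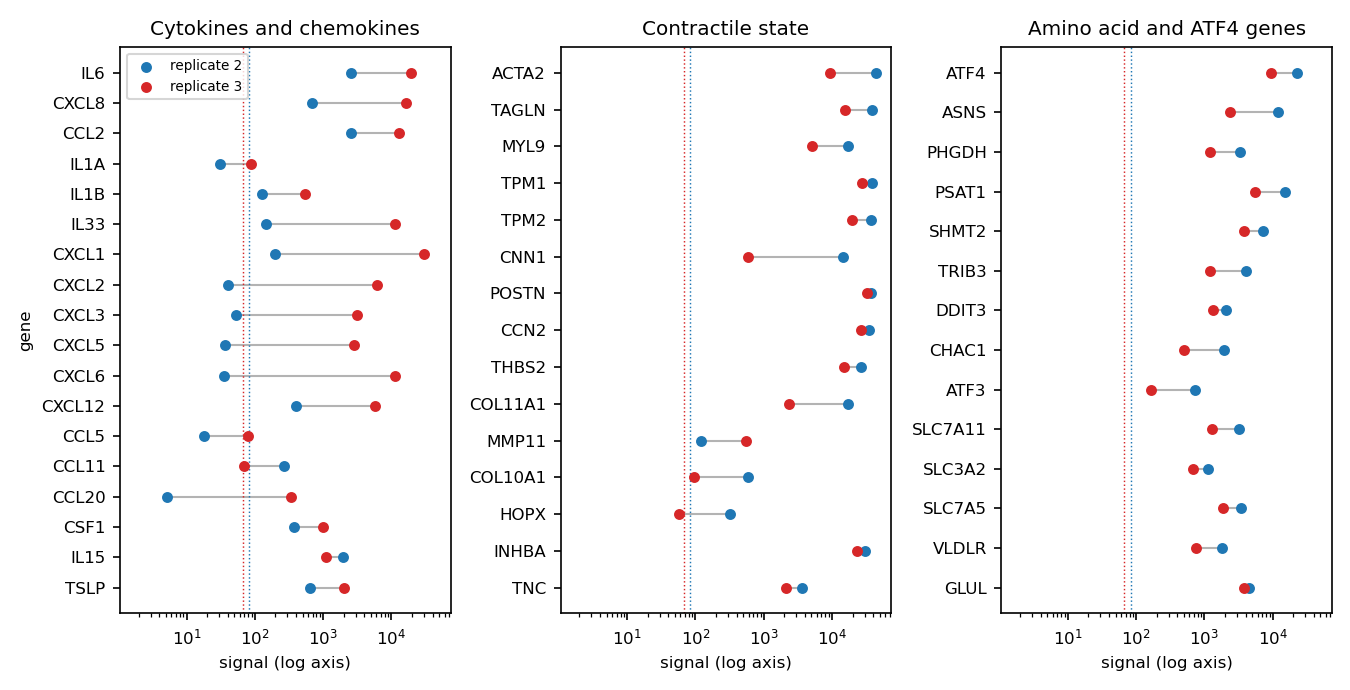
Signal of each member of 3 gene lists (y axis, 1 gene per line) on CAF replicate 2 (blue) and CAF replicate 3 (red), in signal units on a log x axis, with the grey line joining the 2 arrays and dotted lines at the background limits of 83.3 and 66.9. Signals are plotted without the floor, so red points lie to the right by at least 2-fold for 16 of 18 cytokines and chemokines, 14 of them also with the floor. They lie to the left by at least 2-fold for 7 of 15 genes of the contractile list and 9 of 14 amino acid genes.

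Smooth muscle and pericyte genes had a lower median on replicate 3 that depended on the choice of probe set and limit. Of the 11 above the limit on at least 1 array, 5 were at least 2-fold brighter on replicate 2 and none on replicate 3. LMOD1, an actin nucleator of smooth muscle, was at 4409 and 137 (32.3-fold), SYNPO2 at 20668 and 3038 (6.80-fold; 7 probe sets from -3.16 to -0.42 in log2) and the adhesion molecule MCAM at 1399 and 181 (7.72-fold), whereas the pericyte genes RGS5 (111 and 143) and NOTCH3 (702 and 1195) differed by less than 2-fold, toward replicate 3. The gene-specific probe set of MCAM differed by -0.07 in log2, so its call is lost there. As a list these genes had a median log2 difference of -0.80, at percentile 0.03, and -1.34 without floor and limit. It fell inside the random range with gene-specific probe sets (-0.07, percentile 43.3) and with the limit at the 99th percentile (-0.35, percentile 3.40).

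Genes of antigen presentation and of quiescent stellate cells were mostly dim. Of 10 markers of the antigen-presenting state, 4 were above the limit on both arrays; CD74, the invariant chain, and HLA-DRA were above it on neither, and HLA-DPA1 was 11.6-fold brighter on replicate 3 (166 and 1931). Its 3 probe sets ranged from 0.83 to 3.54 in log2 difference, and the list's median was -0.13, at percentile 35.7, with a mean of 0.56. Of 11 genes of quiescent stellate cells, which store retinoids and lipid, only PLIN2 was above the limit on both arrays, and the intermediate filament gene GFAP and the retinol-esterifying enzyme LRAT on neither. DES was above it on replicate 2 alone (116), and RELN (255), RBP4 (207) and PPARG (199) on replicate 3 alone, by at least 3.06-fold, 2.48-fold and 2.39-fold, though RBP4 is above it on neither array with the median of its probe sets. Over the 6 detected members the median log2 difference was 0.80, at percentile 99.8, and fell within the random range under 3 of the alternatives.

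Among 17 collagen genes, all above the limit on both arrays, 6 were at least 2-fold brighter on replicate 2 and none on replicate 3. Besides COL11A1 and COL10A1, the basement membrane chain COL4A2 was 3.71-fold brighter on replicate 2 (22226 and 5987). COL1A1, COL1A2 and COL3A1 were nearly equal by their brightest probe sets. Their median log2 difference was -0.40, at percentile 0.16. In 12 genes whose other probe sets differed by at least 2-fold and whose brightest probe set was over 20000 units, the brightest showed a median of 0.415 of the log2 difference of the others (95% bootstrap interval 0.265 to 0.522). Folds of the brightest collagen and contractile genes, taken from that probe set, can therefore be smaller than those of their other probe sets.

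Matrix glycoproteins and proteoglycans and the matrix enzymes showed members going both ways. Of 18 glycoprotein and proteoglycan genes, 3 were at least 2-fold brighter on each array and 12 on neither. The microfibril protein MFAP5 was at 1430 and 24716 (17.3-fold brighter on replicate 3) and the small leucine-rich proteoglycan ASPN at 9391 and 656 (14.3-fold brighter on replicate 2), while FN1 (fibronectin), SPARC and DCN differed by 1.17-fold or less by their brightest probe sets. The other probe sets of FN1 reached -1.18 in log2 and those of DCN 1.87. Over the glycoproteins and proteoglycans the median log2 difference was -0.12, at percentile 19.2, and the mean 0.08; the median lay below the random range with the median of each gene's probe sets (-0.34) and with gene-specific probe sets (-0.81). Of 17 proteases, inhibitors and crosslinkers, 5 were at least 2-fold brighter on replicate 3 and 2 on replicate 2. The metalloprotease ADAMTS1 was 6.57-fold, the urokinase gene PLAU 3.04-fold and the crosslinker LOXL1 2.86-fold brighter on replicate 3, whereas MMP2 (19498 ± 4978), TIMP1 (40214 ± 3329) and LOX (22936 ± 3186, SD, n = 2) differed by less than 2-fold. The median was 0.17, at percentile 95.4, 0.44 (percentile 99.8) with the median of each gene's probe sets, 0.29 (percentile 99.1) with quantile normalization and -0.06 (percentile 34.9) with gene-specific probe sets.

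Secreted growth factor genes were split. Of 16 above the limit, 3 were at least 2-fold brighter on replicate 3, 4 on replicate 2 and 9 neither. TGFB2 was 5.43-fold brighter on replicate 2 (1797 and 331), as was GAS6, the ligand of the TAM receptor kinases, by 4.02-fold (17531 and 4356). KITLG, the stem cell factor, was 3.85-fold brighter on replicate 3 (651 and 2505) by its brightest probe set. Another of its probe sets was at -0.14 in log2, and with the median of its probe sets KITLG is above the limit on neither array. FGF7 (947 ± 35.1) and IGF1 (96.2 ± 16.3, SD, n = 2) differed by less than 2-fold, though the gene-specific probe set of IGF1 was at 1.15 in log2, and HGF, at 258 and 558, took the opposite direction with the median of its 5 probe sets. For the list, the median log2 difference was -0.04, at percentile 38.6, and lay below the random range with the median of each gene's probe sets (-0.42).

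Interferon-response genes were brighter on replicate 3. Of 15 above the limit on at least 1 array, 6 were at least 2-fold brighter on replicate 3, 1 on replicate 2 and 8 neither. IFI27 was not above the limit on replicate 2 and at least 22.2-fold brighter on replicate 3 (1852), IFIT1 was at 169 and 1047 (6.18-fold) and IFI44 at 154 and 931 (6.04-fold), whereas the ubiquitin-like ISG15 was at 2149 and 2861 and MX1 was above the limit on replicate 3 alone (86.7). Over the list, the median log2 difference was 0.86, at percentile 100, and 0.34, at percentile 98.6, with gene-specific probe sets. The 2 probe sets of IFI44 ranged from 0.34 to 2.59.

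Cell cycle genes were brighter on replicate 3, while growth arrest genes had a lower median there, with members going both ways. Of 17 cell cycle genes, 11 were at least 2-fold brighter on replicate 3 and none on replicate 2. The mitotic kinase CDK1 was at 742 and 3813 (5.14-fold), the thymidylate synthase TYMS at 1990 and 9324 (4.69-fold), the topoisomerase TOP2A at 617 and 2372 (3.85-fold), the cyclin CCNB1 at 1189 and 3845 (3.23-fold) and the proliferation marker MKI67 at 222 and 507 (2.28-fold). This list had a median log2 difference of 1.20, at percentile 100. Of 12 growth arrest and senescence genes, 4 were at least 2-fold brighter on replicate 2 and none on replicate 3, where 4 were brighter by less. Their median was -0.54, at percentile 0.03. GADD45A was 2.09-fold, the cyclin-dependent kinase inhibitor CDKN2B 2.04-fold and the binding protein IGFBP5 2.49-fold brighter on replicate 2, whereas CDKN1A (13578 and 9155) and CDKN2A (835 and 1488) differed by less than 2-fold and in opposite directions. With the median of their probe sets TYMS (0.88) and MKI67 (0.98) were under 2-fold. The 4 probe sets of CDK1 ranged from -0.28 to 2.36, and those of TOP2A from 1.89 to 1.94.

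Genes of the ATF4 and amino acid synthesis program were brighter on replicate 2. Of 14, all above the limit on both arrays, 9 were at least 2-fold brighter on replicate 2 and none on replicate 3. The transcription factor ATF4 itself was at 22492 and 9472 (2.37-fold), the asparagine synthetase ASNS at 11851 and 2355 (5.03-fold), the serine synthesis enzyme PHGDH at 3363 and 1191 (2.82-fold), ATF3 at 732 and 165 (4.45-fold) and the glutathione-degrading enzyme CHAC1 at 1913 and 505 (3.79-fold). ATF3 was at -1.14 in log2 with the median of its probe sets. Together the 14 genes had a median log2 difference of -1.30, at percentile 0. In the unfolded protein response list 10 of 11 genes differed by less than 2-fold, including the chaperone HSPA5 (18225 ± 2326, SD, n = 2) and DNAJB9 (-1.33 in log2 with its gene-specific probe set), and XBP1 was 2.63-fold brighter on replicate 2 by 1 probe set (-1.40 in log2) and less than 2-fold by its other (-0.21) and by the median of both (-0.80). That list's median was 0.06, at percentile 64.3, and its mean -0.09; with the median of each gene's probe sets it was -0.10.

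Few housekeeping and energy genes differed by 2-fold. No glycolysis gene of 13 differed by 2-fold: LDHA was at 32244 ± 1897, PGK1 at 21448 ± 4301 and HK2 at 2879 ± 854 (SD, n = 2; 1 of its 3 probe sets reached 1.71 in log2), with a median log2 difference of -0.17, at percentile 9.83, and 0.34 with gene-specific probe sets. The 11 ribosomal protein genes, among them RPL3, RPL7 and RPL8, all differed by less than 2-fold, with a median of -0.12, at percentile 28.9, which was 0.04 with quantile normalization. Their signals were among the brightest, where a difference can be understated. Among 11 genes of mitochondrial respiration, UQCRC1 alone differed by at least 2-fold (2.07-fold brighter on replicate 2), NDUFB8 and SDHA by less, and the median was 0.00, at percentile 59.1. Of 10 hypoxia genes above the limit, ANGPTL4 (12.8-fold) and ANKRD37 (6.55-fold, but 0.61 in log2 with the median of its probe sets) were brighter on replicate 3, while VEGFA (7650 ± 657), NDRG1 (4324 ± 956) and BNIP3 (10900 ± 2394, SD, n = 2) differed by less than 2-fold, and the median was 0.05, at percentile 59.6.

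Shifts of the lipid lists depended on the choice of probe set. Of 11 cholesterol and fatty acid synthesis genes, the desaturase SCD was 2.12-fold brighter on replicate 2 (under 2-fold with the median of its probe sets, -0.97 in log2) and the other 10 differed by less than 2-fold, among them HMGCS1, SQLE and INSIG1. The median log2 difference was -0.41, at percentile 0.79, but it was inside the random range with the median of each gene's probe sets (-0.27, percentile 7.59) and with gene-specific probe sets (-0.40, percentile 3.39). Of 9 lysophospholipid genes above the limit, 4 were at least 2-fold brighter on replicate 3: the phospholipase PLA2G4A, at 181 and 4182 (23.1-fold), ENPP2, which encodes the lysophosphatidic acid producing enzyme autotaxin, at 93.2 and 1731 (18.6-fold), the lipid phosphatase PLPP3 at 828 and 11064 (13.4-fold), and LPAR6, whose direction reversed with the median of its probe sets. The receptors LPAR1 (3310 ± 302) and LPAR2 (177 ± 18.7, SD, n = 2) differed by less than 2-fold. The median was 0.69, at percentile 99.8, and inside the random range with the median of each gene's probe sets (0.03, percentile 62.3).

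Targets of signalling pathways gave mixed lists. Among 12 TGF-beta targets the inhibitors of differentiation ID1 (1646 and 12470, 7.58-fold) and ID3 (2.19-fold) were brighter on replicate 3 and TAGLN on replicate 2, while CCN2, SMAD7 and SKIL differed by less than 2-fold, although 1 probe set of SKIL reached -1.11 in log2. The median log2 difference was -0.06, at percentile 40.3, and the mean 0.16. Among 10 hedgehog genes, HHIP, a hedgehog-binding inhibitor, was at least 10.4-fold brighter on replicate 3 (866; 1.63 in log2 with gene-specific probe sets), as were GAS1 (4.98-fold) and CDON (at least 2.52-fold), and the receptor PTCH1 was 2.07-fold brighter on replicate 2. With the median of their probe sets GAS1, CDON and PTCH1 are above the limit on neither array, and GAS1 has no value with gene-specific probe sets. The effector GLI1 was at 142 ± 15 (SD, n = 2), the median was -0.12, at percentile 24, and the mean 0.53. Of 11 WNT genes above the limit, the secreted inhibitor SFRP4 was 22.4-fold brighter on replicate 3 (125 and 2798) and WNT2 at least 5.43-fold, LEF1 was at least 9.42-fold brighter on replicate 2 (630 and 33.2), a difference with no value under either other choice of probe sets, and the target gene AXIN2 was at 193 ± 13 (SD, n = 2). The median was -0.04, at percentile 38.8, with a mean of 0.29, and the median lay above the random range with gene-specific probe sets (0.79) and without floor and limit (0.44).

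Targets of the YAP coactivator lay below the random range, and immediate-early genes did so for some choices of probe set only. Of 11 YAP targets, TGFB2 (5.43-fold), AJUBA (3.31-fold) and the matricellular protein CCN1 (2.37-fold) were brighter on replicate 2, and ANKRD1 (at least 6.53-fold) was 1 of 2 brighter on replicate 3. The median log2 difference was -0.50, at percentile 0.17, and -0.78 with the median of each gene's probe sets. Of 13 immediate-early genes above the limit, ATF3 (4.45-fold) and KLF2 (3.27-fold) were brighter on replicate 2 and KLF4 (4.51-fold) on replicate 3. FOS was above the limit on neither array, and JUN (4858 ± 934) and EGR1 (2285 ± 400, SD, n = 2) differed by less than 2-fold. The median was -0.36, at percentile 1.14, but inside the random range with gene-specific probe sets (-0.10, percentile 39.8).

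Over the 37 lists that had a shift, 6 medians lay above the central 95% of matched random lists, 8 below and 23 within. By chance 1.85 would lie outside if the members of a list varied as independently as randomly drawn genes. Members of a list can vary together, which was not tested, so the excess over 1.85 can be overstated. The percentiles describe these 2 arrays only, and lists that share genes do not count as separate evidence.

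**Figure D3:**
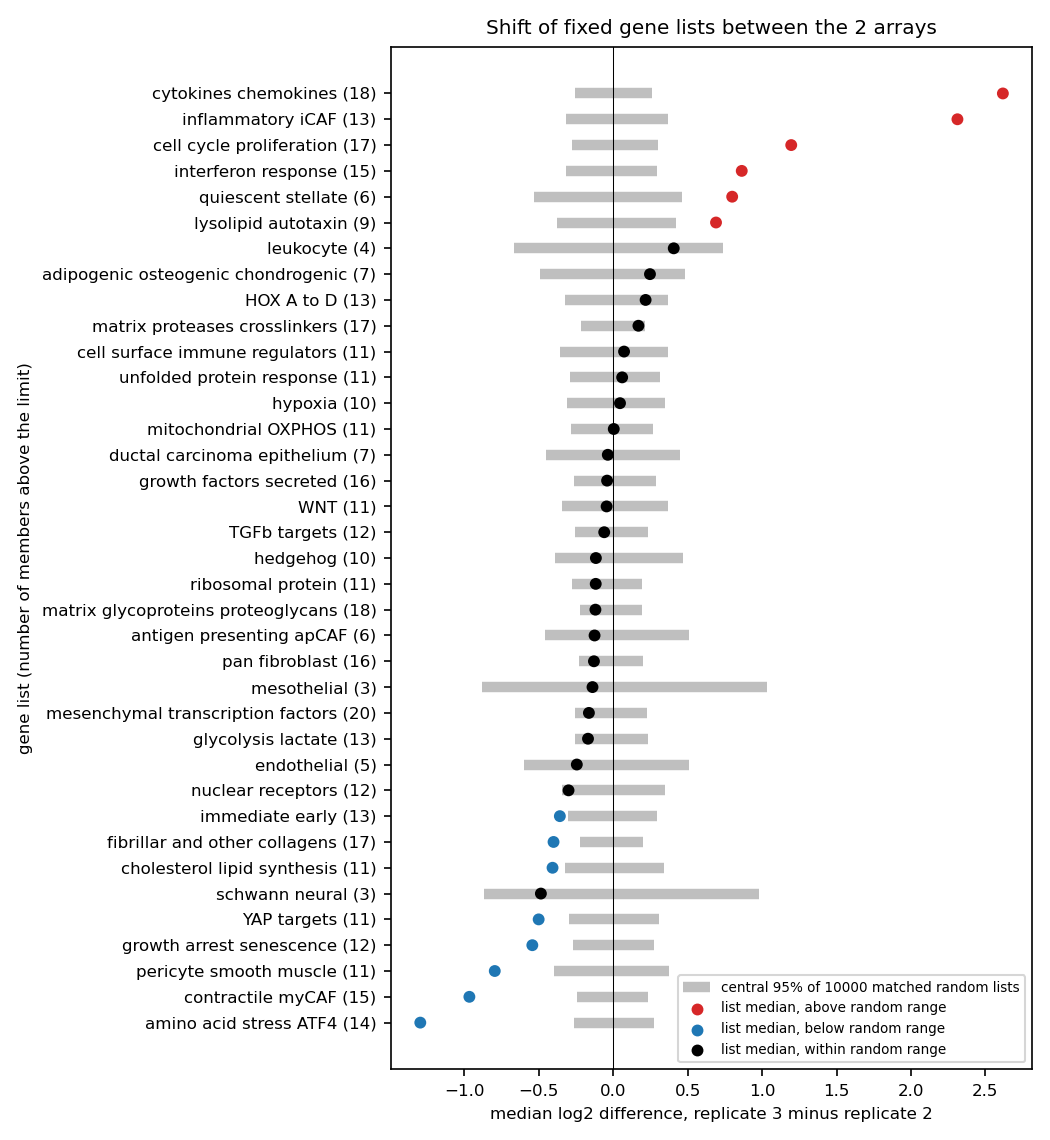
Median log2 difference, replicate 3 minus replicate 2 (x axis), of the 37 gene lists with at least 3 members above the limit (y axis, number of such members in parentheses); points are list medians and grey bars the central 95% of 10000 matched random lists. The 6 red points lie above the bars, with cytokines and chemokines at 2.62, and the 8 blue points below them, with the amino acid and ATF4 list at -1.30.

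Of 3010 genes with at least 2 probe sets, all above the limit on both arrays, 80 had every probe set at least 2-fold brighter on replicate 3, 83 on replicate 2, and 2847 neither. By the mean over probe sets, MFAP5 was 23.8-fold brighter on replicate 3 (range 17.3 to 34.9 over 3 probe sets), CXCL8 21.1-fold, PLPP3 13.5-fold, TNFAIP3, a ubiquitin-editing inhibitor of NF-kappaB, 9.78-fold, the TGF-beta co-receptor TGFBR3 8.74-fold, CXCL12 8.36-fold and the glycosyltransferase GALNT12 8.28-fold. The prostaglandin synthesis enzymes PTGS2 and PTGES were 7.19-fold and 6.91-fold brighter, and HMMR, a hyaluronan receptor of the mitotic spindle, 6.77-fold.

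Among genes brighter on replicate 2 by every probe set, the mitochondrial carrier UCP2 differed by 18.8-fold (range 10.6 to 33.3 over 2 probe sets), the steroid dehydrogenase HSD17B6 18.4-fold, RFLNB, a filamin-binding protein, 10.7-fold, IGFBP5 10.2-fold, COL11A1 9.90-fold, the LIM-domain protein CSRP2 9.89-fold, the membrane adaptor PAG1 9.05-fold, COL4A2 8.22-fold, the phospholipase C gene PLCB4 7.88-fold and the pregnancy glycoprotein PSG5 7.87-fold. The probe sets of IGFBP5, COL4A2 and PSG5 spread widely, from 2.49 to 17.4, 3.71 to 18.2 and 2.48 to 25.0.

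Counts of genes found on 1 array only required no fold, and the lower limit on replicate 3 (66.9 against 83.3) favours that array in them. Genes with at least 2 probe sets, all above the limit on 1 array and none on the other, numbered 73 for replicate 3 and 22 for replicate 2. On replicate 3 these were led by the neurofilament gene NEFL (at least 15-fold), the matricellular protein CCN3 (12.1-fold), FGL2 (10.9-fold), the vesicle-trafficking GTPase RAB27B (10.1-fold) and the retinol dehydrogenase DHRS9 (8.64-fold), each a lower bound as the mean over probe sets. The probe sets of NEFL spread from 2.72-fold to 57-fold and those of RAB27B from 2.70-fold to 123-fold, so their order rests on single probe sets. On replicate 2 the highest lower bounds were those of CORIN, the protease that activates natriuretic peptides (34.5-fold), the antisense RNA HAND2-AS1 (10.4-fold), the galactosyltransferase B3GALT2 (9.03-fold), the pseudogene SERTAD4BP (5.85-fold) and the zinc finger factor SALL1 (5.09-fold). A sequence shared with a related gene could not be excluded for SERTAD4BP, whose 2 probe sets gave 1.58-fold and 21.7-fold. SERTAD4BP kept its call with gene-specific probe sets (-4.44 in log2). CXCL8, TNFAIP3, GALNT12, PTGES, CSRP2, PSG5 and DHRS9 had no value with such probe sets, so a shared sequence was not excluded for them either.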

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

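The tests of leukocyte RNA, measurement noise, GAPDH degradation, array scaling and endoplasmic reticulum stress in this part were chosen after the results were seen. No biological difference between groups was tested, since the labels give a single group; the stress, NF-kappaB and serum response factor programs weighed here and in the other observations are hypotheses about gene programs.

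A signal in data that the comparisons leave out came from probe sets with no listed gene: 2552 of 11721 (21.8%) were above the background limit on both arrays, and 261 of those differed by at least 2-fold. The control probe set for the 5' part of 18S ribosomal RNA, which is also outside the comparisons, was at 14198 on replicate 2 and 9427 on replicate 3, and that for its 3' part at 11076 and 5878.

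The inflammatory and chemokine genes were brighter on replicate 3, with list medians of 2.31 and 2.62. RNA from leukocytes is argued against by the marker list: 4 of 13 named markers were above the limit on replicate 3, the brightest at 225, and PTPRC, TYROBP and LYZ, abundant in leukocytes, were at 9.7, 9.0 and 23.3 on that array, under its limit of 66.9. The 4 detected members had a median difference of 0.41, at percentile 90, and all 13 without floor and limit had 0.79, at percentile 96.7, both inside the random range. Measurement noise is argued against for the genes with several usable probe sets: in 100% of them, 8 of 8 in the inflammatory and cytokine lists whatever their difference, the probe sets shared a direction, where 3.75 would if directions were independent; 3 of these (IL11, DPT and IL15, named after their values were seen) were brighter on replicate 2, and IL6 and CXCL1 have a single probe set that this does not test. A difference between the cells of the 2 cultures, such as their donor or their state when harvested, stays open and untested.

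The contractile genes were dimmer on replicate 3 (median -0.97), on the array whose ACTB ratio of 3' to 5' signal was 2.25 times as high. If RNA degradation that spares the 3' end were the cause, the least changed probe set of each gene in the contractile list should barely differ. The median difference of that probe set was -0.96, but the interval of -2.02 to -0.28 over 11 genes reaches the probe set noise of 0.38. Degradation and lower expression therefore cannot be told apart for this list. For degradation across transcripts, the GAPDH ratio differed by a factor of 1.02, which bears on a single transcript and leaves degradation elsewhere open. Compression of bright signals is a candidate explanation for part of the ACTB ratio, since the brightest probe set differed by a median of 0.415 of the log2 difference of the gene's other probe sets above 20000 signal units (interval 0.265 to 0.522), against 0.946 (0.853 to 0.999) at 1000 to 5000 units, but a brightest probe set nearer the 3' end would also differ less under degradation.

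The ATF4 and amino acid genes were dimmer on replicate 3, with a list median of -1.30. Array scaling is argued against, since the median stayed between -1.28 and -1.27 under quantile, median and loess normalization. For general endoplasmic reticulum stress, the unfolded protein response list had a median of 0.060, inside its random range of -0.29 to 0.31, and -0.10 with the median of each gene's probe sets, but XBP1, 1 of its 11 members, was at -1.40 by 1 probe set and -0.21 by its other, so that explanation stays open.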

How the results depend on the processing

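No alternative in this part was chosen after the data were seen. The SD of the array difference (0.77) and the probe set noise (0.38) moved to 1.26 and 1.07 with no floor and no background limit, where dim, noisy values enter. The count of genes differing by at least 2-fold (1778) became 5334 with no floor and no limit, 3709 at 1.5-fold, 485 at 4-fold and 348 when all of at least 2 probe sets had to differ; the other alternatives stayed within a factor of 1.5. The counts and shares above the limit did too, and the genes above the limit numbered 11640 to 12439 when an array was left out, a setting that gives no value for differences. Of 221 named genes, 173 were at 2-fold or more, and 4 of these reversed. They were FOXL1 (-0.20), HGF (-0.33) and LPAR6 (-0.21) with the median of their probe sets and MMP11 (-0.46) with gene-specific probe sets. The cause was not tested. Reversals of genes under 2-fold were not counted, such as IGF1, from -0.35 to 1.15 with its gene-specific probe set. Of the 173 at 2-fold or more, the median of a gene's probe sets kept 140, left 12 under 2-fold, reversed 3 and gave no value for 18 that were then above the limit on neither array; gene-specific probe sets kept 120, left 4 under, reversed 1 and gave no value for 48. Across genes and alternatives 2053 differences kept their side of 2-fold, 47 fell under it and 9 passed it. Direction was followed only for genes at 2-fold or more in the main result. Of the list medians, 341 stayed on their side of the random range, 9 moved inside it and 11 outside; list member counts above the limit moved by over 1.5 times in 33 cases and not in 201. Those moving inside were the stellate list (0.59, 0.34 and 0.39), the pericyte and smooth muscle list (-0.35 and -0.07), the cholesterol list (-0.27 and -0.40), the lysophospholipid list (0.03) and the immediate-early list (-0.10). Those moving outside were the fibroblast list (-0.27 and -0.37), the matrix glycoproteins (-0.34 and -0.81), the matrix enzymes (0.44 and 0.29), the growth factors (-0.42), the WNT list (0.79 and 0.44), the fat, bone and cartilage list (0.56) and the nuclear receptors (-0.58). No median outside the random range changed sign in 140 recomputed values, whereas 25 of 221 did among lists inside it, in 14 lists, so those medians have no settled direction. Signals within a few units of the background limit set what can be seen of dim genes, and the smaller differences of the brightest probe sets limit the brightest genes.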

Other observations

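No test in this part was chosen after its result was seen, though both added gene lists were written after other results had been seen.

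Transcription factors of mesenchymal identity differed widely between the arrays. Of 20 above the limit on at least 1 array, 6 were at least 2-fold brighter on replicate 3, 4 on replicate 2 and 10 neither. FOXF1, a factor of gut and lung mesenchyme, was at 6106 on replicate 2 and 143 on replicate 3 (42.6-fold), whereas EBF1 was at 264 and 2918 (11.1-fold brighter on replicate 3), PRRX1 at 1957 and 8435 (4.31-fold; 1.26 in log2 with the median of its probe sets) and the homeobox gene MEOX2 at least 21.4-fold brighter on replicate 3, being not above the limit on replicate 2, though MEOX2 was at 0.79 in log2 with the median of its probe sets. TWIST1 (1069 ± 0.55) and SNAI2 (6825 ± 1699, SD, n = 2) differed by less than 2-fold. The median log2 difference was -0.16, at percentile 12.2, and the mean 0.10. Of 13 HOX genes above the limit, which record position along the body axis, HOXB6 (2.72-fold, but -0.09 in log2 with the median of its probe sets) and HOXB3 (2.63-fold) were brighter on replicate 2. The other 11, including HOXA2 and HOXB2, differed by less than 2-fold, but HOXB5 at 1.90-fold on replicate 2 and HOXC9 at 1.99-fold and HOXC6 barely under 2-fold on replicate 3, all 3 named after their values were seen, make that count depend on the threshold. The list had a median of 0.22, at percentile 88.8, and a mean of -0.04.

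Surface immune regulators, nuclear receptors and lineage genes also had members going both ways. The checkpoint ligand CD274 was 4.26-fold brighter on replicate 2 (451 and 106), the other checkpoint ligand PDCD1LG2 at least 2.93-fold and the costimulatory ligand TNFSF4 8.41-fold (4021 and 478), while the adhesion molecule ICAM1 was 3.97-fold brighter on replicate 3 and CD276 was at 2388 ± 878 (SD, n = 2). The 3 probe sets of ICAM1 ranged from 0.10 to 1.99 in log2 difference and the 2 of CD274 from -2.09 to -0.46; the list's median was 0.07, at percentile 68.7, and its mean -0.17. Of 12 nuclear receptors, RARB (2.65-fold) and NR4A2 (at least 2.58-fold) were brighter on replicate 3 and THRB (2.20-fold) on replicate 2, VDR (1 of 3 probe sets at -1.27 in log2) and RARA differed by less than 2-fold, and RARB and THRB are above the limit on neither array with the median of their probe sets. The median was -0.30, at percentile 4.34, and below the random range with gene-specific probe sets (-0.58, percentile 1.01). Of 7 fat, bone and cartilage lineage genes above the limit, the cartilage matrix protein COMP was 6.94-fold (1393 and 201) and the bone factor RUNX2 2.81-fold brighter on replicate 2. Another probe set of RUNX2 was at 0.41 in log2 the other way, and with the median of its probe sets RUNX2 is above the limit on neither array. The phosphoprotein SPP1 was 3.90-fold brighter on replicate 3 (326 and 1268, but 0.60 in log2 with the median of its probe sets). CEBPA and LPL were above the limit on neither array. The list's median was 0.25, at percentile 86.1, and 0.56, at percentile 97.8, with the limit at the 99th percentile.

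A first hypothesis was that the brighter inflammatory genes on replicate 3 may belong to a wider NF-kappaB program. In an added list of NF-kappaB responsive genes outside the fixed lists, the median log2 difference of 14 genes was 0.20, at percentile 86.2, inside the random range, so no shift of the list was found. The criterion stated in advance, on the median, would have excluded the hypothesis, but a median over 14 genes cannot see a response of a few. Of them 3 were at least 2-fold brighter on replicate 3 and 0 on replicate 2: SOD2 (4.97-fold), IRAK2 (3.66-fold) and NFKBIA (2.94-fold), named after their values were seen and resting on 1 probe set each, so the hypothesis stays open.

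A further hypothesis was that the dimmer contractile genes on replicate 3 may belong to a wider serum response factor program of the cytoskeleton. In an added list outside the fixed lists, 10 of 15 genes were at least 2-fold brighter on replicate 2 and 1, SVIL, on replicate 3, with a median log2 difference of -1.26, at percentile 0. The myosin light chain kinase MYLK was 8.09-fold and the integrin ITGA1 12.7-fold brighter on replicate 2; these genes were named after their values were seen. The result fits the hypothesis, but the pattern and its test come from the same 2 arrays, and degradation was not excluded for these genes.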
